A study of Sus scrofa with 12 samples.

How the data were processed

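Gene expression was measured by RNA sequencing of left ventricular tissue from 12 female Ossabaw pigs, a swine strain used as a model of obesity. Per the labels, total RNA was taken through poly(A) selection and library preparation with an Illumina-compatible kit, and synthetic ERCC spike-in RNA was added beforehand. Each library came from 1 animal, and all 12 libraries carry the same batch label. Replicate numbers within a group only name the animals, so no pairing of animals across groups was used.

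The deposited table holds expected counts per gene as RSEM reports them, with 1 column per animal and no pooling of replicates. RSEM divides reads that fit several genes between them, so the expected counts need not be whole, and 4.54% of the gene values were not whole. The file name is the only record of RSEM. The aligner, the genome build, the annotation release and the strandedness of the counting are not stated, so counts of overlapping or antisense genes and of near-identical gene copies are uncertain. The authors' table listed 35670 Ensembl pig gene identifiers and 1 row named for the therapeutic vector, so the vector sequence had been part of the reference used for counting. It held 0 ERCC rows, and spike-in normalisation was therefore not run. Column totals differed between animals, so the deposited expected counts were taken as not scaled for depth.

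The table gives no gene symbols, and 0 of its identifiers could be matched to a symbol because the symbol table at hand lists no Ensembl identifiers. Genes are therefore given by identifier, without genomic positions. A panel of 62 heart failure, calcium handling, metabolic and matrix genes and 24 gene sets had been written down before the data were examined. Neither could be tested without symbols.

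Each column was assigned to its animal through its header, which is the title of exactly 1 sample, and 0 columns were left unmatched. Expected counts were rounded to whole numbers. The vector row was analysed on its own and left out of the gene tests. Genes were kept with edgeR's filterByExpr and the 3 groups, using its minimum count of 10 and minimum total count of 15, which left 13476 genes. Libraries were scaled with TMM factors. Differential expression was tested in R 4.3.3 with edgeR 4.0.16 by the quasi-likelihood F-test with robust dispersion estimation. A single model held all 12 animals with 1 mean per group and no covariates, and each of the 3 comparisons between groups was a contrast of that model. P-values were adjusted across genes by the Benjamini-Hochberg method within each comparison, and a gene was counted as differentially expressed at an adjusted p under 0.05. Standard errors of log2 fold changes were taken as the fold change divided by the square root of the F statistic. Normalised counts are CPM, the counts per 1e6 of the TMM-scaled library size. The level of the vector transcript is its count per 1e6 of the unscaled column total, and its 95% confidence interval is a Wilson binomial interval. Where no vector count was found, the smallest detectable level was taken as 3 counts of the column total. Intervals and floors cover counting error only, since no molecular identifiers were reported.

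The rule for naming genes was fixed before the data were examined. It took, per comparison, the genes with the smallest p-values among those that passed the threshold, had at least 5 CPM on average in 1 of the 2 groups and did not overlap between the groups. The rule also asked for a gene symbol and for 5 genes in each direction. Since there are no symbols, it was applied without that condition, to the comparison of HF saline with chow control, and only 2 genes in each direction are named.

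The fitting functions were tested on simulated data, drawn from negative binomial distributions with the real means, library sizes and dispersions. Among 13476 simulated genes, 200 were changed in the HF KBD animals. The model called 91% of these genes at a 4-fold change, 61% at a 2-fold change and 18% at a 1.5-fold change, every one in the right direction. Between 2 and 8 unchanged genes were called in those runs, and 0 when no gene was changed. To check for duplicated libraries, the counts of each of the 66 pairs of animals were compared by chi-square over genes with at least 10 counts in the pair. The statistic per degree of freedom was between 9.41 and 58.4, so no pair agreed within sampling noise and each animal was counted as 1 replicate.

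The simulation is also used to judge power, and that use was decided after its result had been seen.

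Alternatives fixed before the data were examined were DESeq2 size factors within edgeR, the DESeq2 1.42.0 Wald test, limma 3.58.1 voom with sample quality weights, no filter on low counts, a filter of at least 1 CPM in at least 4 animals, models of only the 2 groups compared, 1 surrogate variable from sva 3.50.0, counts that were not rounded, other thresholds, and leaving out each animal in turn. The set of tested genes was kept the same in all of these except the filters. The number of genes that reached the threshold was also counted in the 35 ways of splitting the 8 animals of a comparison into groups of 4.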

Results

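Left ventricular gene expression was profiled in 3 groups of 4 female Ossabaw pigs. Animals of the chow control group received normal chow and had neither surgery nor vector. Animals of the 2 heart failure groups received a high-fat diet from 2 months of age and aortic banding, a narrowing of the aorta that loads the left ventricle, as a model of heart failure with preserved ejection fraction (HF). One of these groups was treated with saline (HF saline). The other was treated by intravenous infusion with 8e12 vector genomes per kg of a self-complementary adeno-associated virus serotype 9 vector that encodes a kinase binding domain peptide of the anchoring protein AKAP6 for expression in cardiomyocytes (HF KBD). Hearts were collected 6 months after treatment. Diet and banding were applied together, so their effects cannot be separated in this design.

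The total expected count was 10590930 ± 2248984 (SD, n = 4) in the chow control animals, 10711791 ± 430732 (SD, n = 4) in the HF saline animals and 10300261 ± 902383 (SD, n = 4) in the HF KBD animals. The smallest library, from chow control replicate 1, held 7721638 counts and the largest, from chow control replicate 3, held 12637958. Between 17515 and 18156 genes had at least 1 count in an animal. The gene with the most counts took from 5.64% to 7.27% of the counts of a library. The correlation of log2 CPM (normalised counts per 1e6) between animals of one group, taken across genes, was between 0.956 and 0.978 in the chow control group, between 0.967 and 0.979 in the HF saline group and between 0.970 and 0.975 in the HF KBD group. It averaged 0.972 between HF KBD and HF saline animals, and 0.965 between either HF group and the chow controls. The common biological coefficient of variation of the fitted model was 0.192.

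Vector transcripts were examined first, since they report whether the labels match the treatment. Reads assigned to the vector were found in all 4 HF KBD animals, with 242, 400, 269 and 712 counts in replicates 1 to 4. The vector transcript level was 39.2 CPM ± 19.4 (SD, n = 4). It was 24.9 CPM in replicate 1 (95% Wilson interval 21.9 to 28.2) and 42.8 CPM in replicate 2 (38.8 to 47.2). It was 23.98 CPM in replicate 3 (21.3 to 27.0) and 65.3 CPM in replicate 4 (60.6 to 70.2). The highest level was 2.72 times the lowest, and the intervals of replicates 2 and 4 overlapped with no other, so the animals differed by more than counting error. By its count, the vector ranked 2267th among all genes in replicate 4 and 5180th in replicate 3. None of the 8 animals that received no vector had a vector count, and their depth would have shown levels down to between 0.237 and 0.389 CPM. Against the highest such floor among HF saline animals, 0.295 CPM, the mean level in HF KBD animals was at least 133-fold higher. An exact two-sided permutation test of HF KBD against HF saline gave p = 0.0286, the smallest value that 4 animals against 4 can give.

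**Figure D1:**
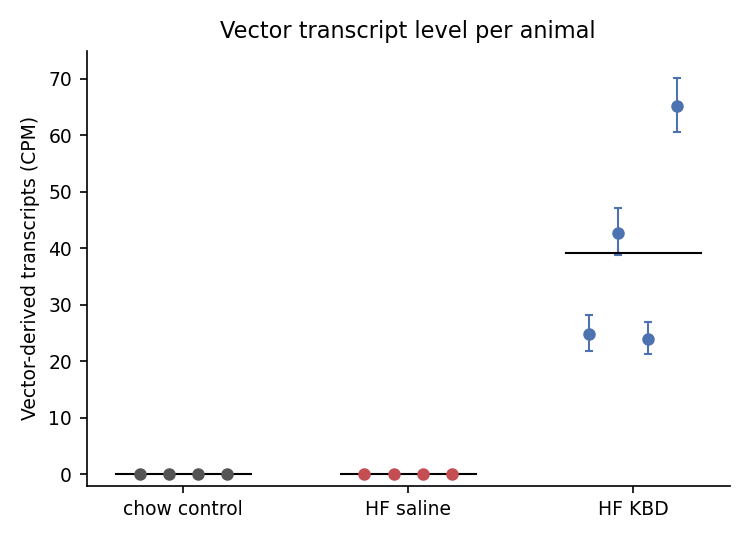
Vector transcript level in CPM (vertical axis) for each animal of the 3 groups (horizontal axis), with 95% Wilson intervals as error bars and the group mean as a horizontal line. All 8 animals without vector sit at 0, and the 4 HF KBD animals lie between 23.98 and 65.3 CPM.

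The effect of diet and banding was assessed by comparing HF saline with chow control animals. Of 13476 tested genes, 35 were differentially expressed, with 23 higher and 12 lower in HF saline animals (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). The smallest adjusted p was 0.00176. The 35 genes had absolute log2 fold changes from 0.498 to 3.87 with a median of 1.08, and 19 of them changed by at least 2-fold. In all 35 genes the CPM values of the groups did not overlap, a separation seen in 6.67% of all tested genes where chance alone gives 2.86%. At an unadjusted p under 0.05 there were 1592 genes, where 674 were expected by chance, with 770 higher and 822 lower. The median standard error of a log2 fold change was 0.171. The number of differentially expressed genes depended on the method, and the alternative that moved it most was the DESeq2 Wald test, which called 262 genes. It also depended on single animals, ranging from 3 to 72 genes when each animal was left out in turn.

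Among genes that reached the threshold without overlap between the groups, ENSSSCG00000030548 and ENSSSCG00000010454 had the smallest p-values of those higher in HF saline, and ENSSSCG00000008976 and ENSSSCG00000004971 of those lower. ENSSSCG00000030548 had 6.81 CPM ± 1.26 (SD, n = 4) in chow control and 22.03 CPM ± 4.79 (SD, n = 4) in HF saline animals. Its log2 fold change was 1.69 with a standard error of 0.172 (edgeR, adjusted p = 0.00176). ENSSSCG00000010454 rose from 24.7 CPM ± 0.649 (SD, n = 4) to 43.5 CPM ± 3.62 (SD, n = 4), a log2 fold change of 0.81 with a standard error of 0.0997 (edgeR, adjusted p = 0.00793). ENSSSCG00000008976 fell from 162.3 CPM ± 16.2 (SD, n = 4) to 98.0 CPM ± 8.44 (SD, n = 4), a log2 fold change of -0.73 with a standard error of 0.0986 (edgeR, adjusted p = 0.0171). Some of its deposited values were not whole, so it shares reads with at least 1 other feature. ENSSSCG00000004971 fell from 18.7 CPM ± 2.56 (SD, n = 4) to 9.43 CPM ± 1.87 (SD, n = 4), a log2 fold change of -0.99 with a standard error of 0.156 (edgeR, adjusted p = 0.0241). The lowest of these values rested on 50 counts in 1 chow control animal for ENSSSCG00000030548. Both genes that rose passed the threshold under each of 20 alternatives, ENSSSCG00000008976 under 18 and ENSSSCG00000004971 under 16.

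The effect of the vector within HF animals was assessed by comparing HF KBD with HF saline. Of 13476 tested genes, 0 were differentially expressed, and the smallest adjusted p rounded to 1. At an unadjusted p under 0.05 there were 559 genes, or 4.15% of those tested, fewer than the 674 expected by chance, with 313 higher and 246 lower in HF KBD animals. The CPM values of the groups did not overlap for 2.76% of genes, against 2.86% given by chance. The count of differentially expressed genes was also 0 with the DESeq2 Wald test, with limma-voom and in all 12 fits that each left out one animal. In simulated data of the same depth and dispersion, 61% of 200 genes with a 2-fold change and 18% of 200 genes with a 1.5-fold change were called, so smaller differences would mostly not have been detectable with 4 animals per group.

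**Figure D2:**
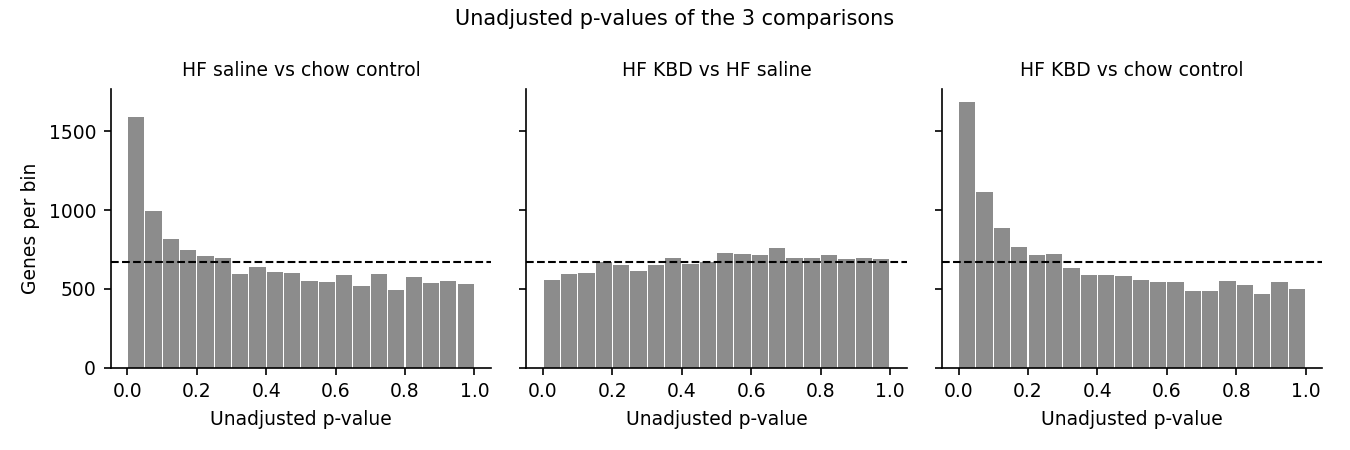
Number of genes (vertical axis) per bin of 0.05 in unadjusted p-value (horizontal axis) for the 3 comparisons, from edgeR's quasi-likelihood test of 13476 genes; the dashed line is the number per bin that chance alone gives. The first bin holds 1592 genes for HF saline vs chow control, 559 for HF KBD vs HF saline and 1683 for HF KBD vs chow control.

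Whether HF animals that received the vector still differed from lean animals was assessed by comparing HF KBD with chow control. There were 7 differentially expressed genes, 4 higher and 3 lower in HF KBD animals (edgeR quasi-likelihood test, adjusted p under 0.05), and the smallest adjusted p was 0.0164. Their absolute log2 fold changes ranged from 0.428 to 1.41, and 1 of them changed by at least 2-fold. At an unadjusted p under 0.05 there were 1683 genes, with 841 higher and 842 lower. The count of 7 changed to 197 with the DESeq2 Wald test and to 35 without a filter on low counts. It ranged from 0 to 13 when each animal was left out in turn. ENSSSCG00000030548 was the gene with the smallest p-value in this comparison too, with 18.04 CPM ± 1.10 (SD, n = 4) in HF KBD animals and a log2 fold change of 1.41 with a standard error of 0.172.

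The HF saline and HF KBD groups were then set side by side for the genes that differed from chow control. Of the 35 genes differentially expressed in HF saline, 3 were also differentially expressed in HF KBD, with the same direction. All 35 had the same direction in HF KBD vs chow control and an unadjusted p under 0.05 there. The same 4 chow control animals entered both comparisons, which by itself favours equal directions and small p-values in both. Conversely, all 7 genes of HF KBD vs chow control had an unadjusted p under 0.05 in HF saline vs chow control. The difference in the number of genes, 35 against 7, is not itself a test of a difference between HF saline and HF KBD. That direct comparison called 0 genes.

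For 31 of the 35 genes, or 88.6%, the HF KBD mean lay on the chow control side of the HF saline mean. Of these, 13 had an unadjusted p under 0.05 in HF KBD vs HF saline, and 0 reached an adjusted p under 0.05. The log2 fold change of HF KBD against chow control was a median of 0.731 times that of HF saline, with a range from 0.414 to 1.32 times. The same HF saline animals entered both comparisons, which by itself raises this share. When 2 HF saline animals were used to select genes and the other 2 for the comparison with HF KBD, the share averaged 74.6% over the 5 splits in which any gene was called. In the split with the most genes, 76, it was 56.6%, and over all 101 genes called in these splits it was 61.4%. For 6 of the 7 genes selected from HF KBD vs chow control, it was the HF saline mean that lay nearer to chow control.

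The named genes followed this pattern. ENSSSCG00000030548 had a log2 fold change of -0.29 with a standard error of 0.162 in HF KBD vs HF saline, and ENSSSCG00000010454 of -0.28 with a standard error of 0.0982. ENSSSCG00000008976 was 0.36 higher on the log2 scale in HF KBD with a standard error of 0.0984, and ENSSSCG00000004971 was 0.25 higher with a standard error of 0.158. Each of the 4 had an edgeR adjusted p that rounded to 1 in this comparison. Their levels in HF KBD animals were 18.04, 35.7, 125.7 and 11.2 CPM respectively.

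**Figure D3:**
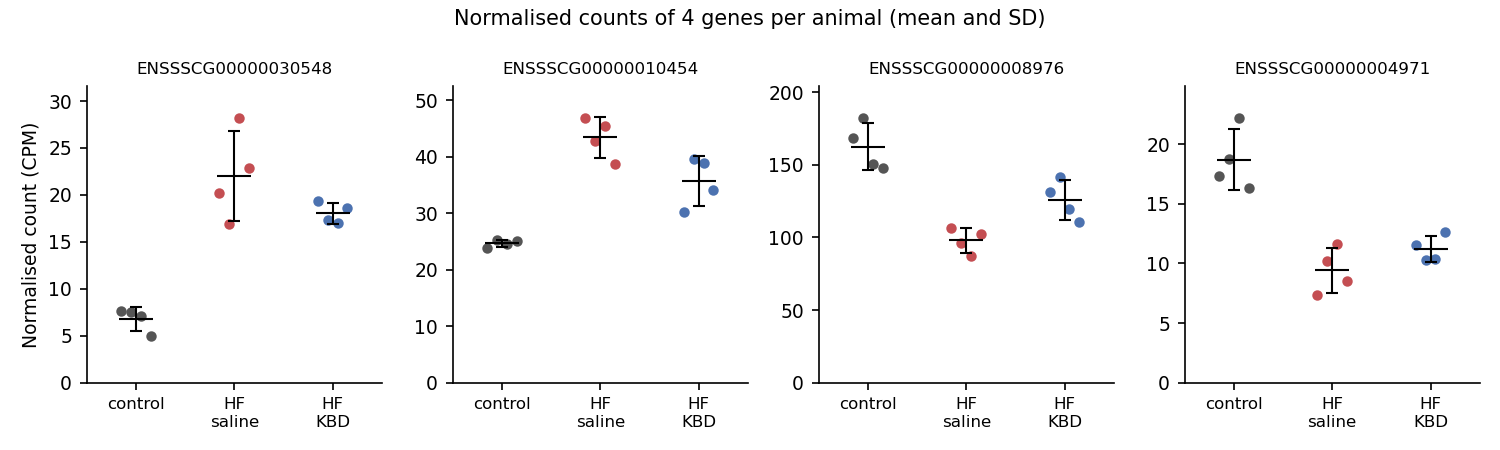
Normalised counts in CPM (vertical axes, from 0) of 4 genes in each animal of the 3 groups (horizontal axes), with the group mean and SD in black. HF saline and chow control animals do not overlap for any of the 4 genes, and the HF KBD mean lies between the other 2 means each time.

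**Figure D4:**
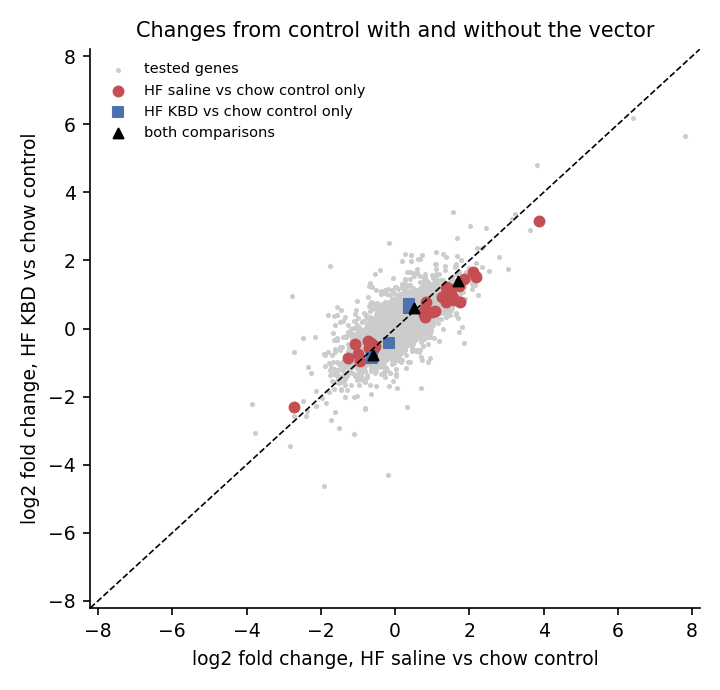
Log2 fold change of HF KBD vs chow control (vertical axis) against that of HF saline vs chow control (horizontal axis) for 13476 genes, with differentially expressed genes coloured by comparison and the line of equal change dashed. Both axes share the 4 chow control animals. The 35 genes of HF saline vs chow control keep their sign in HF KBD, and 31 of them lie on the side of the line that is nearer to 0 in HF KBD.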

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

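The tests in this part were chosen after the values that stood apart were seen. Within each group of 4 animals, the highest and the lowest animal were compared with the rest by the gap to the nearest other animal as a share of the group's range, for library measures, the vector level and the 4 named genes. Of 40 such comparisons, 5 passed the 5% critical value, where chance gives about 2.

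HF saline replicate 1 accounted for 4 of the 5. It stood apart in the share of counts in the 10 most abundant genes of a library (22.6%, ratio 0.859), in its TMM factor (0.937, ratio 0.850), in its mean correlation with the other animals of its group (0.969, ratio 0.851) and on the first principal component of log2 CPM (ratio 0.970). These 4 measures are not independent of each other. Unequal depth was tested by thinning all libraries to the smallest total, and the ratio on the first principal component was still 0.956. Depth therefore does not account for its position. Leaving out the 10 genes with the most counts gave 0.974, which says little, since 10 genes hardly weigh on a component over 13476 genes. A swapped label was examined with a score of 100 genes that separated the other 3 HF saline animals from chow control. HF saline replicate 1 scored 0.479, while the other HF saline animals, each scored without itself, had 0.759, 0.981 and 0.871, and the chow control animals had from 0.235 to 0.594. Its score of 0.479 lies within the range of the control animals, which is the outcome set down in advance for a swapped label. The control scores used other genes, chosen with all 4 HF saline animals against the remaining chow control animals. They are therefore not on the same scale, and only chow control replicate 1, at 0.594, scored above 0.479. The place of 0.479 in that range is thus weak evidence. A milder response of HF saline replicate 1 or a difference in the piece of tissue sampled would give the same outcome. The 4 named genes cannot decide this, because they were selected with this animal included and for groups that do not overlap. On the first principal component this animal, at 11.3, lay within the chow control range of -7.68 to 39.3, while the other HF saline animals lay between -14.7 and -13.9. That range also holds HF KBD replicate 4, at -1.17. On the second component, at 21.3, it lay outside the chow control range of -47.9 to 2.39 and beyond the other HF saline animals, at 6.26 to 10.8. Of the 72 genes called between the other animals, 37 (51.4%) had a level in this animal nearer to the other HF saline animals than to chow control. This share was read as deciding neither way. That a share so near to equal would be read as undecided was settled after it was seen. A plain majority rule would have counted it against a swap. In the same test HF saline replicates 2, 3 and 4 had 15 of 28, 9 of 9 and 3 of 3 genes nearer to HF saline, and the chow control animals had from 25% to 55.6%. An exchange of its label with a chow control animal was tested directly by the number of genes in HF saline vs chow control. The 4 possible exchanges gave 0 genes in 3 cases and 10 in the other, against 35 with the deposited labels. The 12 exchanges of another HF saline animal gave at most 1. At an unadjusted p under 0.05, the 4 exchanges gave from 799 to 1437 genes, against 1592 with the deposited labels. The 12 others gave from 617 to 815. The exchange with 10 genes was that with chow control replicate 1. It also gave the 1437, and it called 199 genes with DESeq2, against 262 with the deposited labels. No exchange thus gave more genes than the deposited labels, but 1 came near them by the unadjusted and DESeq2 counts. An exchange with a chow control animal is therefore not favoured by the gene counts but not ruled out. For chow control replicate 1, 14 of the 41 genes called without it were nearer to HF saline, which speaks against that exchange. The score of this control, 0.594, was the highest among the controls, which goes the other way. The score lies within the control range, but on unlike sets of genes, and the gene placement is undecided. The mean correlation of HF saline replicate 1 was 0.969 with HF saline, 0.970 with HF KBD and 0.965 with chow control animals. Leaving it out gave 72 differentially expressed genes in HF saline vs chow control in place of 35, of which 30 were shared.

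HF KBD replicate 4 had 17946 detected genes, fewer than the other HF KBD animals (ratio 0.905). Low depth would not give this, since its total of 10910905 was larger than those of replicates 1 and 2. After thinning to equal depth the ratio was 0.375, under the critical value, but this animal still had the fewest detected genes of its group (17334, with 17502 in the nearest), and the ratio fell because the other animals spread apart. The cause of its lower number remains open. This is also the animal with the highest vector level, but 4 animals are too few to test a relation between the vector level and any other measure.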

How the results depend on the processing

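The DESeq2 and edgeR splits, the thinning to equal depth and the alternatives for the vector level were chosen or set down after the results were seen, and the other alternatives before the data were examined.

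The number of genes in HF KBD vs HF saline, and the number that moved significantly back under the vector, were 0 in every alternative that was run, including all 12 fits that each left out one animal. The unadjusted count in that comparison was 559.

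The 35 genes of HF saline vs chow control became 262 with the DESeq2 Wald test, 21 with limma-voom and sample quality weights, 6 when only the 2 groups were modelled, 78 with 1 surrogate variable, 52 without a filter on low counts, 74 at an adjusted p under 0.10 and 19 with an added minimum of 1 on the absolute log2 fold change. All 35 were among those called by DESeq2 and with the surrogate variable, 33 among those without the filter, 19 among those of limma-voom and 5 among those of the model of 2 groups. The 7 genes of HF KBD vs chow control became 197 with DESeq2, 35 without a filter on low counts, 18 with the surrogate variable, 53 at an adjusted p under 0.10 and 1 with the minimum fold change. It was 5, of which 3 were among the 7, when only the 2 groups were modelled, and stayed at 7 with limma-voom. All 7 were among the DESeq2 calls. Across the 12 fits that each left out one animal, the first count ranged from 3 to 72 genes and the second from 0 to 13. DESeq2 size factors within edgeR, the filter of 1 CPM in 4 animals and counts that were not rounded gave the same 35 and 7 genes.

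The low count in the model of 2 groups and the counts with an animal left out have fewer animals behind the dispersion estimate; the cause was not tested. For DESeq2, the other splits of the animals bear on the difference. In the 18 splits that put 2 animals of each group on either side, so that the groups are balanced, DESeq2 called genes in 11 splits of the HF saline and chow control animals and as many as 81 in one, while edgeR called genes in 6 and at most 3. For HF KBD and chow control animals DESeq2 called genes in 10 of 18 balanced splits, at most 60. Part of the larger DESeq2 counts may therefore be calls that do not follow the groups. Chow control replicates 2 and 3 lay at 39.3 and 35.8 on the first principal component, and replicates 1 and 4 at -7.68 and 9.03. The surrogate variable parted them likewise. With replicates 2 and 3 together, balanced splits with HF saline gave 0 to 81 DESeq2 genes, the others at most 14. With HF KBD they gave 1 to 60, the others at most 8. The calls of balanced splits thus went mostly with a difference within the chow control group, which enters both comparisons.

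The share of the HF saline vs chow control genes with the opposite sign under the vector was 88.6%. It was 84.0% over the 262 genes of DESeq2, 95.2% with limma-voom and 83.3% with only the 2 groups modelled. With the surrogate variable it was 82.1%, and with the minimum fold change 100%. The fits that each left out one animal gave from 84.2% to 100%. All of these shares used the same HF saline animals in both comparisons, so they do not test its stability. With different HF saline animals for each comparison it was 74.6%, the mean of the 5 splits of 6 in which any gene was called (none to 76 genes per split). The split with 76 genes gave 56.6%, and all 101 genes together gave 61.4%.

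For the 4 named genes no log2 fold change reversed under any alternative. Apart from the left-out animals, 1 of their results was weaker and 3 were stronger; with an animal left out, 8 were weaker. The mean vector level was 38.95 CPM under TMM scaling and from 30.55 to 44.31 CPM with each HF KBD animal left out, against 39.22 CPM. Neither tests its stability. Leaving out 1 of 4 animals cannot move a mean by 1 SD, and the TMM factors of these animals were between 0.978 and 1.034. The spike-in normalisation, the gene panel and the gene sets that had been planned were not run, because the table has no spike-in rows and no symbols. Thinning all libraries to the smallest total left 24 differentially expressed genes in HF saline vs chow control, 22 of them among the 35.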

Other observations

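The edgeR splits, the exchanged labels for the 88.6% share, the simulation as a measure of power, the reverse selection and the use of 35 top genes were tests set down only after their results or that share had been seen, and the tests with DESeq2 and with all HF animals joined were prompted by counts already seen.

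The number of genes in each comparison was set against other splits of the same 8 animals, with the remaining group left as it was. For HF saline vs chow control, 1 of the 35 splits, the real one, gave 35 or more genes; the next largest gave 10, and 26 of the 34 others gave 0. For HF KBD vs chow control, 1 of 35 splits gave 7 or more, the next largest giving 3. For HF KBD vs HF saline the real count of 0 is reached by all 35 splits by construction, so only the unadjusted count informs, and 18 of 35 gave at least the real 559 genes at an unadjusted p under 0.05. With DESeq2, the real split was again the only 1 of 35 to reach 262 genes for HF saline vs chow control and 1 of 35 to reach 197 for HF KBD vs chow control, but the next largest splits reached 199 and 97. The difference between diseased and lean hearts is therefore larger than other groupings give in both HF groups, although the number of genes attached to it is not stable.

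Technical explanations for the 35 genes were tested, 3 in number. After thinning to equal depth 24 genes passed the threshold, and without the 10 most abundant genes 35 did, a weak test since TMM scaling already limits the weight of such genes. Genes with values that were not whole, a mark of reads shared with another feature, made up 5.71% of the 35 genes and 12.7% of all tested genes (Fisher's exact test across genes, two-sided p = 0.309), so shared reads were not enriched. RNA quality, tissue sampling and age at collection are not given in the labels and were not tested. The number that serves as title is higher for every chow control animal than for any HF animal. Any difference between animals that follows this numbering, such as a separate cohort, could not be tested either. The difference cannot be told apart from these, and a response to diet and banding remains a hypothesis.

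A comparison that was added after the data were seen joined all 8 HF animals against the 4 chow controls. It called 78 genes (edgeR, adjusted p under 0.05), 32 higher and 46 lower in HF, of which 26 were among the 35 of HF saline and 5 among the 7 of HF KBD. Of 100 splits of the 12 animals into 8 and 4, drawn from 495 with the real one included, 1 gave as many, the real one, and no other exceeded 4. The joint count of 78 is larger than either separate count and leans to lower expression, while the 35 genes of HF saline lean to higher. The HF saline lean depended on the method. Higher genes were 141 of 262 with DESeq2, 12 of 21 with limma-voom and 3 of 6 with only the 2 groups modelled. They were 46 of 78 with the surrogate variable, 31 of 52 without the filter, 49 of 74 at an adjusted p under 0.10 and 16 of 19 with the minimum fold change. At an unadjusted p under 0.05, 770 were higher and 822 lower. The contrast in lean is therefore not firm. A candidate explanation for the larger joint count is that the HF groups share most of their difference from lean hearts and that each group of 4 is too small to list it.

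The separation of whole transcriptomes showed the same ordering. A pseudo-F statistic on Euclidean distances of log2 CPM was 1.63 for HF saline vs chow control and 1.59 for HF KBD vs chow control, each the largest of its 35 splits (1 of 35, exact permutation p = 0.0286, adjusted over the 3 comparisons 0.0429). It was 1.01 for HF KBD vs HF saline, reached by 16 of 35 splits (exact permutation p = 0.457).

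That 31 of 35 disease genes moved toward control under the vector looks like a partial return to normal, and 4 tests bear on whether selection alone gives it. When the labels of the 8 HF animals were exchanged in all 70 ways, 33 labellings gave at least 5 disease genes; their opposite-sign share was between 77.8% and 100%, and 20 of the 33 were at least as large as the real one. The 35 genes with the smallest p in HF KBD vs chow control had HF saline nearer to control in 71.4% of cases, so selection works in either direction, though the forward share was 88.6%. With different HF saline animals for selection and comparison, the 35 top genes had the opposite sign in 70% of cases on average. This share ran from 60% to 80% over the 6 splits. The 101 genes called in these splits had the opposite sign in 61.4%, where no effect gives about 50% but genes are not independent. Of the 101, 76 came from the split that compared HF saline replicates 1 and 2 with HF KBD, at 56.6%. The other splits with replicate 1 on the comparison side gave 66.7% each (9 and 3 genes). Those with it on the selection side gave 83.3% and 100% (12 genes and 1 gene), and 0 genes were called when replicates 1 and 2 selected. For the 35 top genes these sides overlapped, at 60% to 71.4% and 62.9% to 80%. Lastly, a score of the 100 genes that best separated 3 HF saline animals from control was read in the HF saline animal left out and in the HF KBD animals. It averaged 0.773 ± 0.216 (SD, n = 4) in HF saline and 0.704 ± 0.0607 (SD, n = 4) in HF KBD, and 16 of the 70 labellings gave at least as large a difference (one-sided exact permutation p = 0.229). This outcome rests on single animals. Without HF saline replicate 1, which had the lowest score of its group, the means were 0.898 ± 0.166 (SD, n = 3) and 0.687 ± 0.0422 (SD, n = 4), and 1 of the 35 labellings, the real one, gave as large a difference (one-sided exact permutation p = 0.0286). Leaving out the animal with the lowest score raises the difference by itself, and this was done after its score had been seen. With each of the other 7 HF animals left out, the exact permutation p was from 0.143 to 0.886, and without HF saline replicate 3 or 4 the difference was -0.0716 or -0.0729. The apparent return may thus come in part or wholly from selection. With all animals it was not larger than chance labellings give in the 2 tests that exchanged labels, and the score cannot settle it with 4 animals per group.

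The absence of calls in HF KBD vs HF saline was weighed against the power of the design. In simulated data 61% of genes with a 2-fold change were called. Widespread changes of that size would likely have been seen if the animals varied as simulated. The simulated genes were drawn independently, with no outlying animal such as HF saline replicate 1, so the real power may be lower. Only 18% of simulated genes with a 1.5-fold change were called, so a smaller or narrower effect of the vector on transcripts cannot be told apart from no effect. Reads assigned to the vector were found in each of the 4 HF KBD animals, which argues against missing expression of the vector as an explanation. Whether part of these reads came from vector DNA was not tested. Nor was it tested whether the level was high enough to act.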
